# Regulation of the Boundaries of Accessible Chromatin

**DOI:** 10.1371/journal.pgen.1003778

**Published:** 2013-09-12

**Authors:** Xiaoran Chai, Sanjanaa Nagarajan, Kwoneel Kim, Kibaick Lee, Jung Kyoon Choi

## Abstract

Regulatory regions maintain nucleosome-depleted, open chromatin status but simultaneously require the presence of nucleosomes for specific histone modifications. It remains unclear how these can be achieved for proper regulatory function. Here we demonstrate that nucleosomes positioned within accessible chromatin regions near the boundaries provide platforms for histone modifications while preventing the occlusion of regulatory elements. These boundary nucleosomes were particularly enriched for active or poised regulatory marks in human, such as histone acetylations, H3K4 methylations, H3K9me3, H3K79me2, and H4K20me1. Additionally, we found that based on a genome-wide profiling of ∼100 recombinant yeast strains, the location of open chromatin borders tends to vary mostly within 150 bp upon genetic perturbation whereas this positional variation increases in proportion to the sequence preferences of the underlying DNA for nucleosome formation. More than 40% of the local boundary shifts were associated with genetic variation in *cis*- or *trans*-acting factors. A sizeable fraction of the identified genetic factors was also associated with nearby gene expression, which was correlated with the distance between the transcription start site (tss) and the boundary that faces the tss. Taken together, the variation in the width of accessible chromatin regions may arise in conjunction with the modulation of the boundary nucleosomes by post-translational modifications or by chromatin regulators and in association with the activity of nearby gene transcription.

## Author Summary

Open chromatin formation and regulation are intimately coupled with nucleosome remodelling and modification. Regulatory regions such as promoters and enhancers maintain nucleosome-free, open chromatin states whilst at the same time the presence of nucleosomes is required for specific histone modifications. In this work, we carried out detailed analyses of our data of open chromatin maps for ∼100 different yeast strains and whole-genome nucleosome occupancy along with the public data of open chromatin and nucleosome positioning in human generated in the ENCODE project. We observed nucleosomes positioned within accessible chromatin regions near their boundaries. These boundary nucleosomes appeared to carry various histone methylations without hampering the binding of DNA regulators and sequence preferences for these nucleosomes were associated with variation in the width of accessible chromatin. The end positions of open chromatin domains, particularly with high intrinsic preferences for nucleosome formation, were more flexible than the middle point, changing mostly within 150 bp upon genetic perturbation. By using quantitative trait loci (QTL) mapping, we identified genetic variants that are associated with the variation in the width of open chromatin and examined its relationship with nearby gene expression.

## Introduction

Open chromatin provides access to a wide spectrum of DNA binding proteins for genetic regulation processes such as transcription, repair, recombination, and replication. In this regard, open chromatin profiling has been widely used to identify the location of regulatory regions, including promoters, enhancers, insulators, silencers, replication origins, and recombination hotspots [1]–[6]. Regulatory DNA elements are made accessible upon histone depletion. Thus, nucleosome remodelling and modification should be intimately coupled with open chromatin formation and regulation.

While chromatin opening is required at regulatory regions, promoters and enhancers carry specific histone modifications that are associated with regulatory activity and particular functionality [7], [8]. For example, H3K4me3 can mark active promoters along with H3/H4 acetylations or mark poised promoters in concert with H3K27me3 [9]–[11] while the combinations of H3K27ac, H3K4me1, and H3K9me3 can differentially mark active and inactive/poised enhancers [12]–[15]. Based on such knowledge, the identification of different regulatory states, including active promoters, poised promoters, weak promoters, strong enhancers, and weak enhancers, was made possible through genome-wide analyses of the distribution of those histone modifications [16].

To understand the mechanisms by which various histone modifications specifically mark regulatory regions that should be in nucleosome-free states, we set out for integrative analyses of recent data generated as part of the ENCODE project, including chromatin accessibility, histone modifications, histone variant H2A.Z, *in vivo* nucleosome positioning, and transcription factor (TF) binding in the GM12878 lymphoblastoid cell line. Chromatin accessibility was measured based on next-generation sequencing of DNA isolated by two different methods, namely the DNase I hypersensitivity assay [17], [18] and formaldehyde-assisted isolation of regulatory elements (FAIRE) technique [19]. Chromatin immunoprecipitation sequencing (ChIP-seq) was used to obtain the profile of ten different histone modifications, positioning of the histone variant H2A.Z, and binding sites of ∼90 transcription factors. Nucleosome occupancy was measured based on micrococcal nuclease (MNase) digestion (MNase-seq). We also used open chromatin (FAIRE-seq) data and MNase-seq data for a set of yeast recombinants generated by a cross between laboratory (BY) and wild (RM) yeast strains [20]–[22]. To understand the contribution of DNA sequences to chromatin structure, we also employed data for the positioning of the nucleosomes that were reconstituted *in vitro* purely based on naked yeast and human DNA [23], [24].

## Results/Discussion

By using deep sequencing technology, we previously identified 4,897 open chromatin loci in yeast [25] based on the FAIRE assay [19]. 

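Yeast chromatin was fixed with formaldehyde and digested with micrococcal nuclease (MNase), which cuts the linker DNA between nucleosomes faster than the DNA wrapped around the histones. DNA of mononucleosomal size was cut out of a gel and sequenced from 1 end of each fragment. Reads were deposited for 2 libraries, named here replicate 1 and replicate 2. Table S3 names the laboratory strain BY for the yeast in vivo nucleosome data, and the sample labels give no strain. The introduction of the paper speaks of MNase-seq data for yeast recombinants, so the strain rests on Table S3 alone. The labels do not say whether the second library is a biological or a technical replicate, and an SD over both libraries is the spread between libraries of either kind. With a single condition, no comparison between conditions can be made, and the libraries are compared with each other. The authors deposited the aligned position and strand of every read, without normalization, and every read had been lengthened to an interval of 150 bp. The genome build is not named with the reads, so positions are given as deposited and were not joined to gene annotation. Replicate 1 held 21973866 reads and replicate 2 held 19288900 reads. Of these, 21957427 and 19261599 lay on the 16 nuclear chromosomes, which is a mean coverage of 268-fold and 235-fold when each read is taken as a fragment of 147 bp. The plus strand held 49.7% of the reads of replicate 1 and 50.0% of those of replicate 2. The reads fell on fewer distinct positions than random placement gives. In replicate 1, 5946859 combinations of nuclear position and strand held a read, against 14407030 for the same number of reads placed at random. In replicate 2 the numbers were 5161333 and 13260619. All reads were kept as deposited, and keeping 1 read per position and strand was an alternative. The libraries differed by more than the counting error of independent reads. The chi-square statistic per window was 3.36 over 853268 windows of 10 bp with at least 10 reads in both libraries together, and 15.0 over windows of 500 bp, where counting error alone gives a value near 1. Copies of fragments made before sequencing also raise this statistic, so it does not measure the biological difference between the libraries. Across 240871 windows of 50 bp, which are not independent replicates, Pearson's r between the libraries was 0.974 and Spearman's rho was 0.944. Within single chromosomes r lay between 0.826 on chromosome 11 and 0.985. With 1 read per position and strand the lowest value, also on chromosome 11, was 0.951. The low value on chromosome 11 thus depended on how reads at the same position were counted. Leaving out the windows with the highest density moved r over all chromosomes most, to 0.927, while rho stayed at 0.944.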

In this work, we profiled *in vivo* nucleosomes by means of MNase-mediated purification of mononucleosomes (see Methods). Unexpectedly, we discovered the presence of boundary nucleosomes just inside of open chromatin (black curve in Figure 1A), a pattern which also appeared with 46,080 open chromatin regions identified in the GM12878 human lymphoblastoid cells by the ENCODE project (black curve in Figure 1B). This evolutionarily conserved feature was commonly found for promoter and non-promoter regulatory regions.

**Figure 1:**
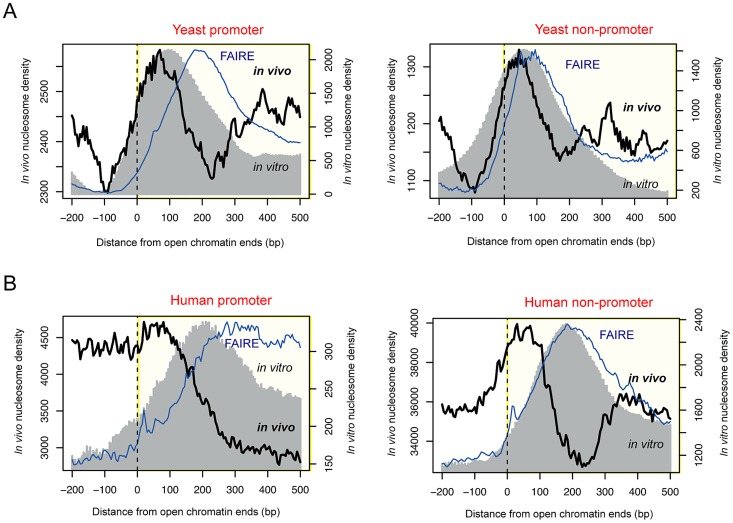
Positioning of boundary nucleosomes within open chromatin. (A) Superposition of *in vivo* and *in vitro* nucleosomes, and FAIRE read density across the boundaries of promoter-associated (left) or non-associated (right) open chromatin in yeast. (B) Superposition of *in vivo* and *in vitro* nucleosomes, and FAIRE read density across the boundaries of promoter-associated (left) or non-associated (right) open chromatin in human.

*In vitro* nucleosomes that were reconstituted purely based on naked DNA [23], [24] also peaked within open chromatin in both yeast and human (gray shade in Figure 1). In yeast, the corresponding DNA sequences displayed an increase in the C/G dinucleotide frequency (red dots in Figure S1) and a decrease in the A/T dinucleotide frequency (blue dots in Figure S1), exhibiting nucleosome-favouring features near the boundaries of accessible chromatin. In yeast, >60.8% of open chromatin regions had sequence-directed (*in vitro*) nucleosome positioning whereas >25.6% had nucleosome positioning *in vivo* (Table S1). In human, the fraction of nucleosome-possessing chromatin sites is lower than in yeast but the same tendency (higher *in vitro* than *in vivo* occupancy) is maintained (Table S1). Although there was a difference in the peak position between the *in vivo* and *in vitro* nucleosomes particularly in human, the relative distance was consistent between promoter and non-promoter regions. Therefore, we propose that nucleosome-encoding sequences are more associated with the boundary *in vivo* nucleosomes rather than the center of regulatory regions as previously observed [24], [26]. The *in vitro* nucleosomes in non-promoter regions appeared to be positioned at the center of open chromatin because the average size of non-promoter regions, as estimated by the location of the inside FAIRE peak (blue curve in Figure 1), was smaller than that of promoters. Indeed, the *in vitro* nucleosomes peaked at the center of small-sized (<500 bp) open chromatin regions while forming a bimodal peak in longer regions (>1 kb) (Figure S2). On the other hand, the *in vivo* nucleosomes formed a bimodal peak regardless of the size of the region (Figure S2).

When examined according to TF binding sites (TFBSs) in the human cells, two strongly positioned nucleosomes were found 200 bp away on average from empirical TFBSs (based on the ChIP-seq of ∼90 TFs), and periodic nucleosome phasing was observed in the surrounding regions (see black curve in Figure 2A). A less stable positioning of the flanking nucleosomes and less distinct phasing of the surrounding nucleosomes were obtained when sequence-predicted TFBSs (based on the Transfac database) were used (gray curve in Figure 2A). Intriguingly, sequence tags from DNase I hypersensitive sites (DHSs) were confined within the 400 bp region centered on the TFBS (black curve in Figure 2B). The coincidence between the position of the two flanking nucleosomes (yellow lines in Figure 2A) and the edges of the DHS tag cluster (yellow lines in Figure 2B) was not observed when DHS tags were aligned by Transfac sequence motifs (gray curve in Figures 2B). This implies that the boundary nucleosome positioning and the nucleosome phasing may be dependent on *in vivo* TF binding events.

**Figure 2:**
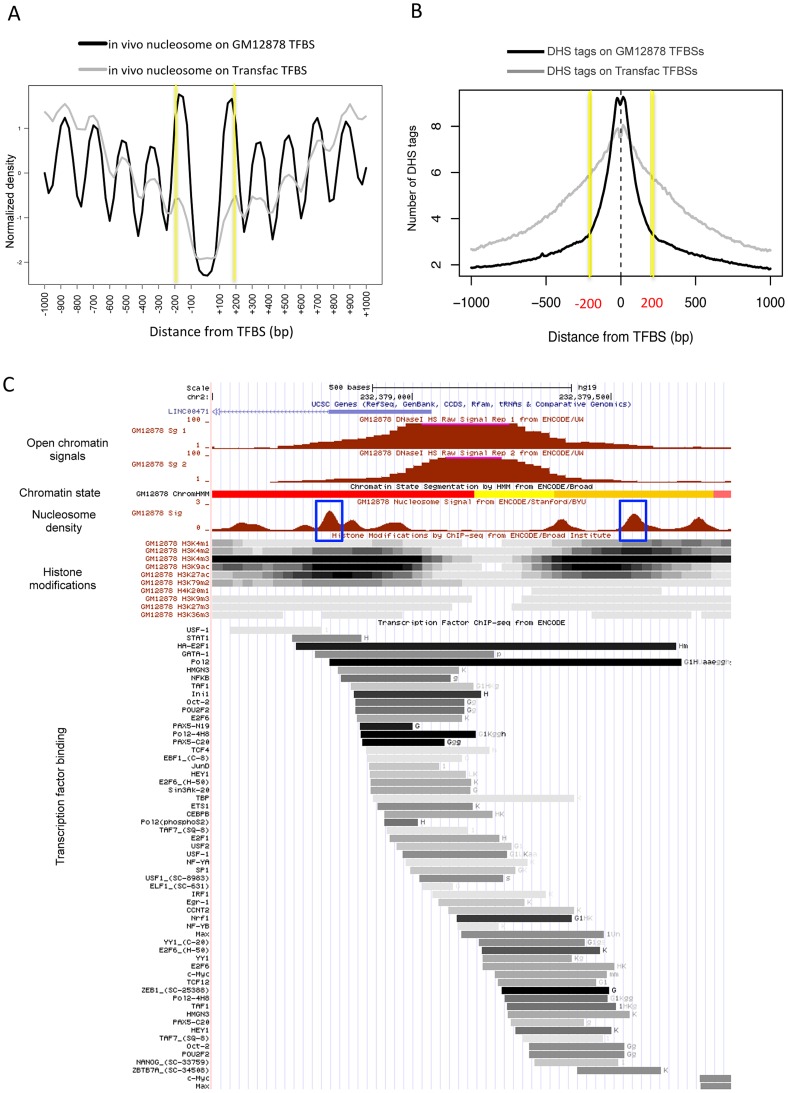
Boundary nucleosome positioning within open chromatin. (A) Superposition of *in vivo* and *in vitro* nucleosomes surrounding the *in vivo* TFBSs (black curve) and sequence-predicted Transfac TFBSs (gray curve). (B) Number of DHS tags mapped to the region centered on the *in vivo* TFBSs (black curve) and sequence-predicted Transfac TFBSs (gray curve). (C) Chromatin structure in GM12878 at a genomic locus (chr2:232,378,500–232,379,800). Shown from top to bottom are tracks for open chromatin density (two replicates), chromatin states (red: active promoter, yellow: weak enhancer, and orange: strong enhancer), nucleosome density (blue box: boundary nucleosomes), histone modifications (density shown on the gray scale with dark indicating dense modifications), and TF binding locations (binding affinity shown on the same gray scale as above).

We then sought to examine nucleosome organization across defined open chromatin domains. As illustrated in Figure 2C, the nucleosomes positioned within open chromatin near the boundaries may carry specific histone modifications while DNA-binding factors may bind in between the flanking nucleosomes. Maintaining nucleosome signatures at the borders may help to prevent occlusion of regulatory elements by histones. The boundary positioning of nucleosomes was confirmed by the genome-wide average patterns (black solid lines in Figure 3). Notably, different histone modifications showed different patterns across open chromatin (coloured lines) and H2A.Z-containing nucleosomes (black dotted line) were observed in between the boundary nucleosomes. TF binding was concentrated in between the two flanking boundary nucleosomes (Figure S3).

**Figure 3:**
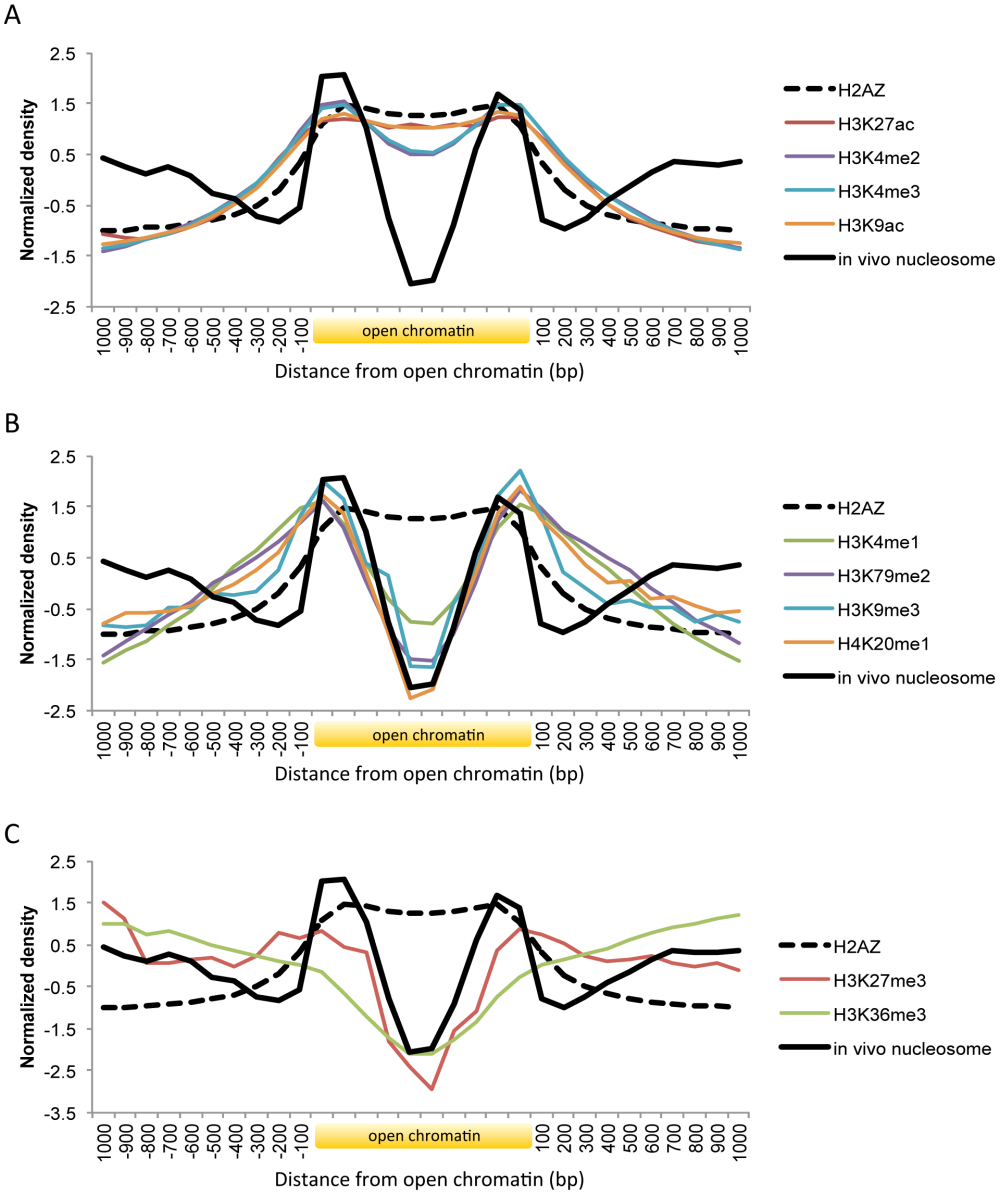
Histone modifications and H2A.Z occupancy across open chromatin in human. Shown is the body of open chromatin, which is divided into ten bins, along with 1(A) Pattern of H3K27ac, H3K4me2, H3K4me3, and H3K9ac. (B) Pattern of H3K4me1, H3K79me2, H3K9me3, and H4K20me1. (C) Pattern of H3K27me3 and H3K36me3.

Histone marks associated with active gene transcription such as H3K9ac, H3K27ac, H3K4me2, and H3K4me3 coincided with H2A.Z distribution across open chromatin (Figure 3A). While the acetylation patterns (red and orange lines) were well overlapping with H2A.Z positioning, there was a slight dip on the methylation levels (violet and blue lines). By using comprehensive chromatin data in human T cells, encompassing H2A.Z occupancy, histone methylation and acetylation marks, and MNase-digested nucleosomes [9], [10], [27], we calculated relative H2A.Z levels across the genome and compared them with histone modification levels. H2A.Z incorporation positively correlated with most histone acetylations, in particular with H3K9ac and H3K27ac, but not with histone methylations except H3K4me3 and H3K4me2 (Figure S4). Those active histone marks are expected to decrease nucleosome stability and this may explain the low occupancy of the H2A.Z-enriched central nucleosomes. Nucleosome purification in low salt conditions revealed the enrichment of H2A.Z nucleosomes at the nucleosome-free region of the promoter as defined in high salt conditions [28].

Histone methylations such as H3K4me1, H3K9me3, H4K20me1, and H3K79me2 were absent on the central H2A.Z nucleosomes but present on the flanking nucleosomes (Figure 3B). Enhancer elements marked by H3K4me1 alone are inactive or poised until they turn into active enhancers in the wake of H3K27ac modifications [13]. H3K9me3 is also associated with poised enhancers. High levels of H3K9me3 are found in enhancers that are inactive in one cell type but become active in another under the control of the stimulus-induced demethylase Jmjd2d [15]. H4K20me1 was found to be associated with transcription activation in the context of canonical Wnt signaling [29] and with specific classes of enhancers that are deprived of H2A.Z: certain classes of enhancers are enriched in H2A.Z but not H4K20me1 while others are enriched in H4K20me1 but not H2A.Z [30]. Promoter H3K79me2 was linked to active transcription in flies [31] and in humans [32] but in another study it did not show any preference toward either active or silent genes [9]. A role for H3K79me2 in enhancer regulation remains to be elucidated. Taken together, histone modifications related to inactive or poised enhancers or other regulatory states occur on the nucleosomes at the borders of open chromatin.

Unlike the above histone modifications, H3K27me3 and H3K36me3 are not concentrated in specific regions but spreading across multiple nucleosomes [9]. H3K36me3 forms a broad domain of enrichment across the body of genes as a regulator of alternative splicing [33]. While H3K27me3 typically shows a domain-like profile similarly to H3K36me3, it can also form a peak around the transcription start site of bivalent genes [34] or appear at poised enhancers [14]. Both marks (red and green line in Figure 3C) were present on nucleosomes (black solid line in Figure 3C) that were distant from open chromatin, as opposed to the other marks that were absent on these nucleosomes (Figures 3A and 3B). A higher level of H3K27me3 (red line) was observed on the boundary nucleosomes as compared with H3K36me3 (green line), maybe indicating the association of H3K27me3 with poised promoters or enhancers.

To examine the positional changes in the borders of open chromatin according to genetic variation, we identified open chromatin loci in 96 different yeast strains [25] consisting of the parental strains (BY4716 and RM11_1a) and the descendants resulted from their crossing [20]–[22]. We aligned all open chromatin sites in the laboratory strain (BY4716) by the 5′ boundary, center, and 3′ boundary, and then mapped the relative locations of nearby open chromatin loci in the other strains, resulting in the cluster of homologous regions falling within a certain distance (Figure 4A).

**Figure 4:**
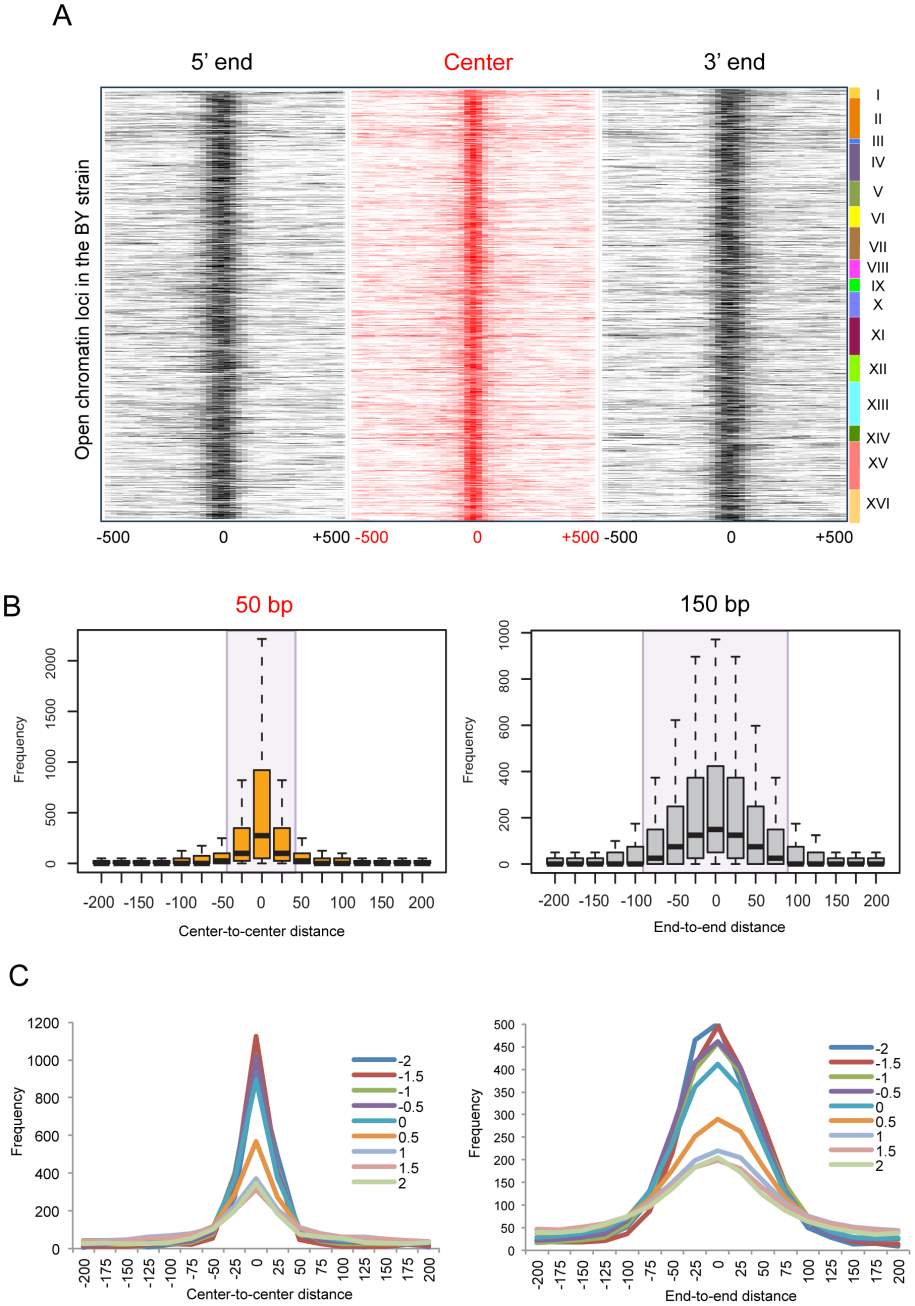
Local changes of yeast open chromatin upon genetic perturbation. (A) We identified 4,897 open chromatin loci in BY4716 and aligned them by the 5′ end, center, and 3′ end, and then mapped the relative locations of nearby open chromatin loci in the other 95 strains. The center is defined as the middle point between the 5′ and 3′ boundaries. The number of strains (0∼95) that matches its boundary or center within a given distance from the homologous boundary or center in BY4716 was obtained and the frequency of the overlappings is represented as color gradient according to the distance shown at the bottom of each heat map. The rows of each heat map correspond to each of the 4,897 chromatin sites in BY4716. (B) The average frequency of mapped locations as a function of the distance to the center or to the end of the homologous site in BY4716. (C) The average frequency of mapped locations according to the *in vitro* nucleosome score as a function of the distance to the center or to the end of the homologous site in BY4716.

While the central location changes within 25 bp upstream or downstream, the border shifts by ∼75 bp away probably giving rise to changes in the size of the region (Figure 4B). The effect of technical variation or inherent data structure could be ruled out in general (Figure S5). Importantly, the borders with a higher intrinsic propensity for nucleosome positioning showed a higher degree of deviation, clearly separating those with the *in vitro* occupancy score [23] <0 and >0.5 (Figure 4C). We used the score of 0.5 as the threshold for a positioned *in vitro* nucleosome.

To identify genetic determinants of the local boundary shifts, we carried out quantitative trait locus (QTL) mapping for the end-to-end distances of the open chromatin boundaries that were identified in BY4746 and were <100 bp away from their homologous sites in all the other strains. At a false discover rate (FDR) of 0.01, 39.2% of the boundary shifts were significantly associated with at least one genetic marker in *trans*. About 5.4% were associated with *cis*-acting elements located within 100 kb. In terms of the number of associations, the *trans*- and *cis*-associations accounted for 84.3% and 15.7%, respectively.

Genetic markers with >5 *trans*-linkages included chromatin remodelers and transcription regulators (Table S2). The largest number of associations was found for *IES6*, which encodes a protein that associates with the INO80 chromatin remodelling complex. INO80 is an ATP-dependent nucleosome spacing factor that is involved in nucleosome positioning and mobilization with a role in transcription and DNA repair [35]. Not only general transcription factors such as *SRB2*, a subunit of the RNA polymerase II mediator complex, but also several sequence-specific transcription factors were identified (Table S1). Three of the subunits of the MCM2-7 complex, which is involved in DNA replication, were also associated with multiple regulatory regions (Table S1). While 42% of boundary shifts were associated with genetic variation, perturbation in cellular environment caused by combinatorial or secondary effects of multiple genetic alterations may underlie other local changes.

We then compared the results of the boundary QTL mapping with those of the QTL mapping for chromatin accessibility as previously performed for the same dataset [25]. The fraction of the *cis*-associations in the boundary QTL mapping (15.7%) was two times higher than that in the accessibility QTL mapping, implying that underlying DNA sequences play a significant role in the regulation of open chromatin boundaries. Sixty-six boundary shifts were associated in *cis* with 226 genetic markers while 853 boundaries were in *trans* with 431 genetic markers. Interestingly, only for 4.5% of the 66 *cis*-associated boundaries and 5.0% of the 853 *trans*-associated boundaries, the relevant chromatin region was also identified in the accessibility QTL mapping. This supports that the variation in boundary locations does not simply reflect the variation in chromatin accessibility despite a possible mechanistic correlation between peak size and peak width. While different target chromatin regions were identified in the two QTL mappings, there was a considerable overlap of responsible regulatory loci. Among the 431 regulatory loci that were associated in *trans* with boundary variations, 52.4% were also responsible for chromatin accessibility in *trans*, and 58.0% of these dual chromatin QTLs were *trans*-expression QTLs as well. On the other hand, 15.0% of *cis*-QTLs for boundary variations were *cis*-QTLs for chromatin accessibility. The overlapping fraction is low because a single marker cannot usually cover multiple different chromatin regions in *cis*. However, 97.1% of these dual chromatin QTLs were *cis*-expression QTLs. This cross-confirmation suggests that the regulatory loci identified in each QTL mapping may be functional with many of them exerting effects on transcription regulation.

To investigate the functional effect of boundary shifts on gene transcription, we examined the pattern of boundary variations in relationship with the transcription pattern of the gene whose expression level is associated with the same genetic marker and whose tss is located within 1 kb from the open chromatin of question. For example, in the locus illustrated in Figure 5A, the expression level of *TAT1* (Figure 5B) and the boundary location of the upstream open chromatin peak (Figure 5C) are both associated with common local genetic markers. In this case, the gene is transcribed from right to left, and the left boundary (orange box in Figure 5A), but not the right boundary, of the chromatin peak was genetically associated. The strains with the RM genotype at this locus tend to have the left boundary farther from that in the BY strain and closer to the tss (Figure 5C) and have higher expression levels of the gene (Figure 5B). In fact, the distance of the left boundary to the tss was correlated with the expression level (Figure 5D).

**Figure 5:**
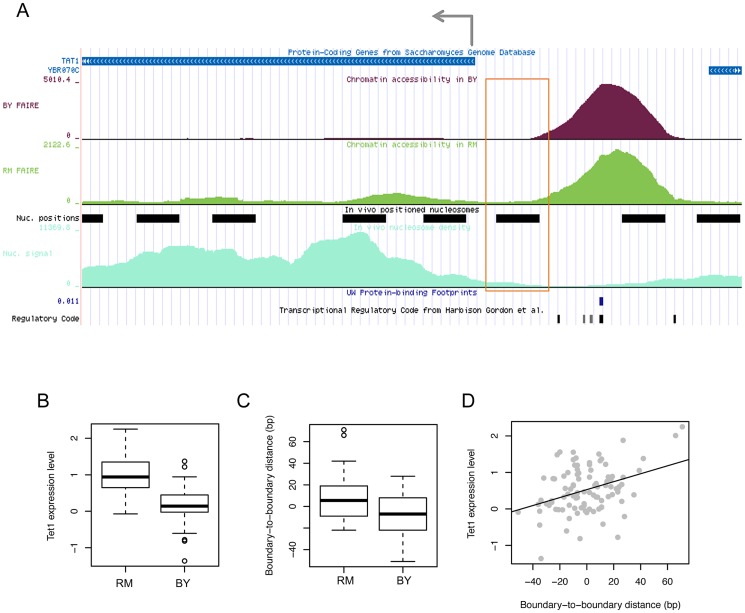
Effects of chromatin border regulation on nearby gene expression. (A) FAIRE density in the BY4716 (BY) and RM11_1a (RM) strains for accessible chromatin located upstream of the tss of the *TAT1* gene is shown above the positioned nucleosomes (black bars) identified based on nucleosome density (light green below). The FAIRE region was supported by DNase I-based protein-binding footprints (blue tick) and the regulatory code track at the bottom displaying the location of TFBSs (black ticks). The left-side border of the FAIRE peak (orange box) was associated in *cis* with local genotypes, which were also associated with the expression level of *TAT1*. (B) The gene expression level in strains with the RM genotype and BY genotype. (C) The distance of the left-side border in each strain with the RM or BY genotype relative to that in the BY4716 strain. (D) Correlation between the gene expression level of *TAT1* and the boundary-to-boundary distance of the left border of the FAIRE peak across the 96 strains.

We found that in all cases in which a boundary location is associated with a local or distant genetic marker in common with the expression level of a gene located within 1 kb from the chromatin peak, only the boundary that faces the tss, but not the boundary on the other side, has been identified in the QTL mapping. Therefore, the example provided in Figure 5 is a general feature of the relationship between chromatin border regulation and gene expression regulation. This is a novel finding and it is currently unclear by what mechanism the border of accessible chromatin can affect or be affected by the transcription of the gene it faces. Active histone modifications on the boundary nucleosome or an active physical interaction of TFs and RNA polymerase II may result in an extension of chromatin borders towards the tss.

Our results reveal an evolutionarily conserved feature of nucleosome positioning within accessible chromatin. The nucleosomes residing at the boundaries of open chromatin seems to play a role in demarcating functional regulatory regions such that DNA binding events take place in between these flanking nucleosomes in the middle of the accessible chromatin area. We also found that the positioning of these demarcating nucleosomes is coupled with *in vivo* TF binding events and that the sequence preferences of the underlying DNA for nucleosome formation are proportional to genetic variation in the size of the accessible region. Therefore, the variation in the width of accessible chromatin regions caused by the locational changes of the open chromatin borders may arise in concert with the modulation of the boundary nucleosomes by post-translational histone modifications and by chromatin regulators and in association with the activity of nearby gene transcription.

## Methods

### Open chromatin data processing in yeast and human

We obtained 46,080 genomic regions enriched for DNase I hypersensitivity as identified by F-Seq [36] that were validated by enrichment for FAIRE signals as called using ZINBA (Zero Inflated Negative Binomial Algorithm) [37], from the ENCODE Open Chromatin Synthesis track of the UCSC Genome Browser (http://genome.ucsc.edu) for the GM12878 lymphoblastoid cell line. Chromosomal coordinates of the validated DNase I peaks were refined by interrogating the base-pair resolution map of DHS tags obtained from the UCSC Genome Browser (“DNase I Digital Genomic Footprinting” track). Specifically, the average number of the DHS tags mapped outside of the peak boundaries across all the validated DNase I peaks was obtained and then the end positions of each DNase I peak were adjusted such that the maximum number of the DHS tags mapped outside of the adjusted ends would not exceed the expected (average) number obtained. To identify open chromatin in yeast, we obtained the BY-RM cross strains from the original authors [20]–[22]. We profiled 94 yeast segregants by high-throughput sequencing of the FAIRE libraries, resulting in 4,897 open chromatin loci [25].

### *In vivo* and *in vitro* nucleosome data processing in yeast and human

*In vivo* nucleosome occupancy in the GM12878 lymphoblastoid cells was obtained from the UCSC Genome Browser (Nucleosome Position by MNase-seq from ENCODE/Stanford/NYU). The MNase-seq reads were extended to 147 bp and then mapped across the boundary of open chromatin. We used the NPS package [38] to identify 498,270 positioned nucleosomes. *In vitro* nucleosome positioning was identified in a previous study [24]. A total of 616,856 positioned nucleosomes with stringency >0.4 were used. For *in vivo* nucleosome profiling in yeast, the MNase-mediated purification of mononucleosomes was carried out. The mononucleosomal DNA fragments were sequenced by Illumina Genome Analyzer, subjected to 36 cycles of single-read sequencing. 

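With single-end reads, the length of the fragments does not follow from any one read. At a nucleosome, however, reads of the plus strand start at one edge and reads of the minus strand at the other, so that the distance between the 5′ ends of both strands reflects the fragment length. This distance was measured by correlating the number of plus-strand 5′ ends at each base with the number of minus-strand 5′ ends downstream. At most 20 reads were counted per position and strand, a limit that was set after positions with far more reads had been seen. The correlation was highest at 93 bp in replicate 1 (r = 0.109) and at 84 bp in replicate 2 (r = 0.127), with a mean of 88.5 ± 6.36 bp (SD, n = 2 libraries). At 146 bp, where the 5′ ends of a fragment of 147 bp lie, r was 0.0184 in replicate 1 and 0.00818 in replicate 2. The gap between the strand distance and 146 bp was larger than the spread over the 16 nuclear chromosomes, on which the distance was 93 ± 0.632 bp in replicate 1 (SD, from 92 to 95 bp) and 79.3 ± 5.02 bp in replicate 2 (SD, from 72 to 84 bp). A second maximum followed at 255 bp in replicate 1 and at 246 bp in replicate 2, which is 162 bp beyond the first maximum in both libraries. Counting 1 read per position and strand moved the distance most, to 81 bp in replicate 1 and 72 bp in replicate 2.

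**Figure D1:**
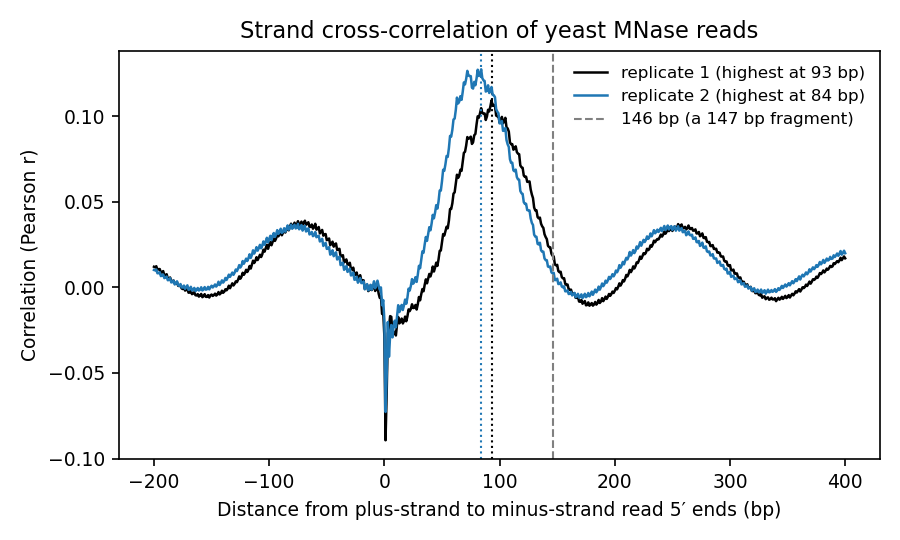
Correlation (Pearson r, vertical axis) between plus-strand and minus-strand read 5′ ends at each distance in bp (horizontal axis), for replicate 1 (black) and replicate 2 (blue). Dotted lines mark the highest points at 93 and 84 bp and the dashed line marks 146 bp, where both curves have fallen below 0.02.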

We used Genetrack software [39] to identify the location of 50,285 mononucleosome [40]. 

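Genetrack smooths the read positions along a chromosome and takes the local maxima as nucleosome positions, and lower maxima that lie within an exclusion zone around a higher one are left out. The text of the paper does not give its settings. Here each read 5′ end was moved by 73 bp toward the 3′ end, which is the centre of a fragment of 147 bp. Both strands were added, smoothed with a Gaussian with an SD of 20 bp, and called with an exclusion zone of 147 bp and no minimum height. With the reads of both libraries added together, 49326 nucleosome positions were called on the nuclear chromosomes, and the paper's reported number is 50285. With no minimum height, the number depended little on the reads. It was 49538 with both libraries thinned to 10% of their reads and 49172 with a move of 20 bp. Its nearness to the paper's number therefore does not show that the same positions were called. The libraries called alone gave 49174 and 49424 positions (49299 ± 177, SD, n = 2 libraries). Of the alternatives, a minimum height of the genome mean moved the number most, to 34948. A called position had a median of 536 reads with their centre within 73 bp, and 302 positions had fewer than 10. Among distances under 300 bp between adjacent positions, the most frequent was 174 bp and the median was 199 bp. The most frequent distance was 170 bp in replicate 1 alone and 171 bp in replicate 2 alone. Of the positions of replicate 1, 67.9% had a position of replicate 2 within 20 bp, and 67.5% of the positions of replicate 2 had one of replicate 1. In each of 100 draws, all positions of replicate 1 were moved together by a random distance of 500 to 2000 bp. A mean of 17.3% were then matched (from 16.8% to 18.0%). The share of matched positions depended on how far the reads were moved. When they were moved to the midpoint between the strands, by 47 bp in replicate 1 and 42 bp in replicate 2, 80.0% of the positions of replicate 1 were matched in replicate 2 and 80.7% of those of replicate 2 in replicate 1. The number of positions called from both libraries was then 49466, close to the number above. These positions and those called with a move of 73 bp were displaced from each other. The moves differ by 26 bp in replicate 1 and 31 bp in replicate 2, and the distance from each of the 49326 positions to the nearest call at the strand midpoint had a median of 28 bp (interquartile range 21 to 35 bp). By this displacement, only 22.9% of the 49326 positions had such a call within 20 bp, against a mean of 17.3% (from 15.9% to 18.4%) after random moves. Within 40 bp, 81.3% had one, against a mean of 34.1% (from 32.4% to 36.1%) after random moves. The nearest call lay more than 10 bp toward lower coordinates for 46.1% of the positions and more than 10 bp toward higher coordinates for 45.9%. A move larger than the strand midpoint carries the reads of opposite strands past each other. The positions called with a move of 73 bp thus lie mostly to either side of the strand midpoint. Their number, spacing and matched share hold for that setting. In the middle of chromosome 1, from 115001 to 118000 in the deposited coordinates, 16 positions of replicate 1 and 15 of replicate 2 were called with reads moved by 73 bp, and 14 and 12 with reads moved to the strand midpoint. The positions beside open chromatin loci were not analysed here.

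**Figure D2:**
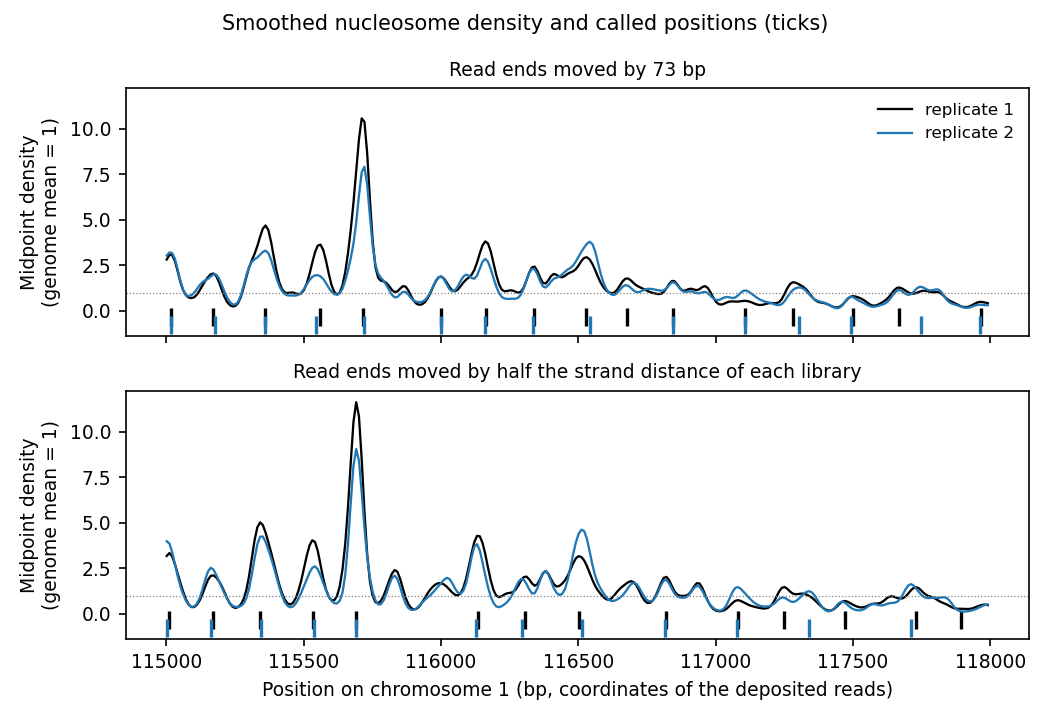
Smoothed density of read centres relative to the genome mean (vertical axis) along chromosome 1 from 115001 to 118000 (horizontal axis, bp), for replicate 1 (black) and replicate 2 (blue), with ticks at the called positions. With reads moved by 73 bp (upper panel) the ticks of the libraries number 16 and 15, and with reads moved to the strand midpoint of each library (lower panel) they number 14 and 12.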

Log-normalized occupancy scores for *in vitro* nucleosomes in yeast [23] were downloaded from the authors' website. A positive score indicates enrichment of nucleosome tags relative to the genome-wide average. Based on the patterns in Figure 4, a score of 0.5 was used as the threshold of *in vitro* nucleosome positioning.

### Human histone modification and TF binding data processing

Histone modification data for the GM12878 lymphoblastoid cell line were downloaded from the ENCODE Histone Modification Tracks. Data for H3K4me1, H3K4me2, H3K4me3, H3K9ac, H3K9m3, H3K27ac, H3K27me3, H3K79me2, and H4K20me1, and H2A.Z were downloaded. The raw reads were extended to 200 bp and the number of the extended reads mapped to the body and flanking regions of open chromatin was obtained. To handle different sizes of open chromatin, the body regions were divided into the same number of bins with varying lengths. The profiles of transcription factor binding were obtained from the ENCODE Transcription Factor Binding Tracks. All the data available for the GM12878 cell line were generated by either HudsonAlpha Institute for Biotechnology (HAIB) or Stansford/Yale/USC/Harvard (SYDH). The peaks of transcription binding were identified by the MACS software (HAIB) or the PeakSeq algorithm (SYDH). The number of peaks was obtained for the body and flanking regions of open chromatin in a similar manner as the histone modification plots. The Human/Mouse/Rat Conserved Transcription Factor Binding Sites track of the UCSC Genome Browser provided 3.8 million evolutionarily conserved binding sites of 250 transcription factors as inferred based on the Transfac Matrix Database (v7.0). To predict actual binding sites of the transcription factors, we first identified enriched regions for transcription factor binding by using the peak finding functionality of the HOMER package [41], located the peak summit as overlapping with the maximum number of ChIP-seq tags within the give region, and then discarded the peaks in which <80% of the ChIP-seq tags covered the peak summit. In this manner, we selected the peaks that were likely to contain the focused binding site of a single transcription factor. The summit positions of the filtered peaks were used as the GM12878 TFBSs.

### QTL mapping of positional variation of open chromatin boundaries

For the 4,897 open chromatin loci identified in the BY strain, the end-to-end distances to the nearest open chromatin sites in the other strains were obtained. A total of 918 boundaries were less than 100 bp away from the closest homologous site in all the other 95 strains. The nearest end-to-end distances for these 918 boundaries across the 95 strains were used as the quantitative trait. The genotypes of the genetic markers from the original study [21] were used for QTL mapping. As previously suggested [42], the adjacent markers with no more than two genotypic mismatches across the 96 samples were merged into one average profile, resulting in a total of 1,533 markers. To identify potential regulators, we first identified the genes that are located within 10 kb upstream or downstream of the genomic region covered by a genetic marker and then performed the functional annotation of the genes by using the Gene Ontology term ‘DNA binding’ and by using the list of genes known to be involved in transcription and chromatin regulation. For QTL mapping, we measured associations between the genotypes represented as a categorical variable (0: RM, 0.5: missing, 1: BY) and the end-to-end distances of the chromatin boundaries identified above. False discovery rates (FDRs) were computed based on the permutation test. The matrix of the end-to-end distances was shuffled by resampling the label of the yeast strains, resulting in a total of 

 randomized matrices, 

 P values were determined by comparing the observed association 

 with the expected associations 

 from the permuted data as 
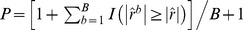
, where 

 is an interpretation function. FDRs were obtained by adjusting the P values for multiple testing as previously suggested [43]. A total of 1,882 marker-trait associations were identified at an FDR of 0.01. The distance of 100 kb between the marker and trait was used to differentiate *cis*- and *trans*-associations.

### Human T cell data

Regarding the human T cell chromatin data [9], [10], [27], histone methylation/H2A.Z occupancy data, histone acetylation data, and MNase-digested nucleosome data (in resting T cells) were obtained from http://dir.nhlbi.nih.gov/papers/lmi/epigenomes/hgtcell.aspx, http://dir.nhlbi.nih.gov/papers/lmi/epigenomes/hgtcellacetylation.aspx, and http://dir.nhlbi.nih.gov/papers/lmi/epigenomes/hgtcellnucleosomes.aspx, respectively. MNase-seq nucleosomes and H2A.Z-containing nucleosomes were identified by using the NPS package [44]. Histone modification levels were estimated for individual positioned nucleosomes based on overlapping sequence read counts and the relative enrichment of each type of histone modification on H2A.Z nucleosomes was computed.

### Data summary and availability

All the data used in this work is summarized in Table S3. The nucleosome occupancy data in yeast have been made available at the GEO database with accession number GSE34923.

## Supporting Information

Figure S1 Normalized frequency of C/G dinucleotides and A/T dinucleotides across the boundaries of open chromatin in yeast.
(PDF) Click here for additional data file.

Figure S2 *In vitro* (above) and *in vivo* (below) nucleosome patterns in human within open chromatin regions that are shorter than 500 bp (left) and are longer than 1 kb (right). The maximum boundaries (for <500 bp) and the minimum boundaries (for >1 kb) are shaded in yellow.
(PDF) Click here for additional data file.

Figure S3 Overlay of *in vivo* mononucleosomes, H2A.Z-containing nucleosomes and transcription binding across the flanking regions and body of open chromatin regions in GM12878 cells.
(PDF) Click here for additional data file.

Figure S4 Association of histone modifications with H2A.Z in T cells. Histone methylation, H2A.Z occupancy, histone acetylation, and MNase-digested nucleosome data in resting T cells were obtained. MNase-seq nucleosomes and H2A.Z-containing nucleosomes were identified by using the NPS package. Histone modification levels were estimated for individual positioned nucleosomes based on overlapping sequence read counts and the relative enrichment of each type of histone modification on H2A.Z nucleosomes was computed.
(PDF) Click here for additional data file.

Figure S5 Distribution of center-to-center distances (above) and end-to-end distances (below) of open chromatin regions detected in technical replicates of the laboratory strain of yeast (boxplots) in comparison with those of randomly shuffled open chromatin regions in various strains from their homologous site in the laboratory strain (dotted curves).
(PDF) Click here for additional data file.

Table S1 The percentage of nucleosome-containing open chromatin regions.
(PDF) Click here for additional data file.

Table S2 Regulatory factors with >5 *trans*-linkages (except MCM5 and MCM6) in QTL mapping of the end-to-end distances between homologous sites of open chromatin regions. We identified the genes that are located within 10 kb upstream or downstream of the genomic region covered by the genetic marker. To identify potential regulators, we used the Gene Ontology term ‘DNA binding’ and also selected genes that are known to be involved in transcription and chromatin regulation.
(PDF) Click here for additional data file.

Table S3 Summary of datasets used in this work.
(PDF) Click here for additional data file.

# Supplementary material for: Regulation of the Boundaries of Accessible Chromatin
**Source:** PLoS Genet. 2013 Sep 12;9(9):e1003778. doi: 10.1371/journal.pgen.1003778
**Supplement:** Table S1 — The percentage of nucleosome-containing open chromatin regions.

Table S1

| Yeast        | <i>In vivo</i> nucleosome | <i>In vitro</i> nucleosome |
|--------------|---------------------------|----------------------------|
| Promoter     | 25.6%                     | 60.8%                      |
| Non-promoter | 29.1%                     | 78.1%                      |

| Human        | <i>In vivo</i> nucleosome | <i>In vitro</i> nucleosome |
|--------------|---------------------------|----------------------------|
| Promoter     | 6.3%                      | 28.7%                      |
| Non-promoter | 11.2%                     | 25.1%                      |

# Supplementary material for: Regulation of the Boundaries of Accessible Chromatin
**Source:** PLoS Genet. 2013 Sep 12;9(9):e1003778. doi: 10.1371/journal.pgen.1003778
**Supplement:** Table S2 — Regulatory factors with >5 trans-linkages (except MCM5 and MCM6) in QTL mapping of the end-to-end distances between homologous sites of open chromatin regions. We identified the genes that are located within 10 kb upstream or downstream of the genomic region covered by the genetic marker. To identify potential regulators, we used the Gene Ontology term ‘DNA binding’ and also selected genes that are known to be involved in transcription and chromatin regulation.

Table S2

| Gene name                                     | Description                                                                                                                                | Number of linkages |
|-----------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------|--------------------|
| <i>IES6</i>                                   | protein that associates with the INO80 chromatin remodeling complex, which is involved in nucleosome spacing and mobilization              | 41                 |
| <i>MCM3</i> ,<br><i>MCM5</i> ,<br><i>MCM6</i> | proteins involved in DNA replication; components of the Mcm2-7 complex that binds chromatin                                                | 28, 5, 4           |
| <i>SRB2</i>                                   | general transcription factor; subunit of the RNA pol II mediator complex                                                                   | 16                 |
| <i>YAP7</i>                                   | basic leucine zipper (bZIP) transcription factor                                                                                           | 12                 |
| <i>PDR8</i>                                   | transcription factor                                                                                                                       | 7                  |
| <i>SPT16</i>                                  | subunit of the FACT complex (Spt16p-Pob3p), which interacts with nucleosomes in multiple ways                                              | 6                  |
| <i>HOS2</i>                                   | histone deacetylase required for gene activation; subunit of the Set3 complex                                                              | 6                  |
| <i>ESC8</i>                                   | protein involved in chromatin silencing; interacts with Sir2p and with the Gal11p, which is a component of the RNA pol II mediator complex | 6                  |
| <i>PUT3</i>                                   | transcriptional activator                                                                                                                  | 6                  |
| <i>STB1</i>                                   | cell-cycle-regulated transcription factor                                                                                                  | 6                  |
| <i>MIG2</i>                                   | transcription factor containing zinc fingers                                                                                               | 6                  |
| <i>GAT4</i>                                   | transcription factor containing GATA family zinc finger motifs                                                                             | 6                  |

# Supplementary material for: Regulation of the Boundaries of Accessible Chromatin
**Source:** PLoS Genet. 2013 Sep 12;9(9):e1003778. doi: 10.1371/journal.pgen.1003778
**Supplement:** Table S3 — Summary of datasets used in this work.

Table S3

| <i>Data</i>                    | <i>Sample</i>                | <i>Source</i>                                                                                                                                               |
|--------------------------------|------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Open chromatin (DHS+FAIRE)     | GM12878<br>Human             | UCSC ENCODE<br>(Open Chromatin Synthesis Track)                                                                                                             |
| Open chromatin (FAIRE)         | BYxRM 96<br>strains<br>Yeast | GEO database<br>(GSE33466)                                                                                                                                  |
| In vivo nucleosome             | GM12878<br>Human             | UCSC ENCODE<br>(Nucleosome Position Track)                                                                                                                  |
| In vivo nucleosome             | BY strain<br>Yeast           | GEO database<br>(GSE34923)                                                                                                                                  |
| In vitro nucleosome            | Human                        | Nature 474: 516-520, 2011                                                                                                                                   |
| In vitro nucleosome            | Yeast                        | Nature 458: 362-366, 2009                                                                                                                                   |
| Histone modification           | GM12878<br>Human             | UCSC ENCODE<br>(Histone Modification Tracks)                                                                                                                |
| TF binding                     | GM12878<br>Human             | UCSC ENCODE<br>(Transcription Factor Binding Tracks)                                                                                                        |
| In vivo nucleosome             | CD4 T cell<br>Human          | <a href="http://dir.nhlbi.nih.gov/papers/lmi/epigenomes/hgtcellnucleosomes.aspx">http://dir.nhlbi.nih.gov/papers/lmi/epigenomes/hgtcellnucleosomes.aspx</a> |
| Histone acetylation            | CD4 T cell<br>Human          | <a href="http://dir.nhlbi.nih.gov/papers/lmi/epigenomes/hgtcellacetylation.aspx">http://dir.nhlbi.nih.gov/papers/lmi/epigenomes/hgtcellacetylation.aspx</a> |
| Histone methylation /<br>H2A.Z | CD4 T cell<br>Human          | <a href="http://dir.nhlbi.nih.gov/papers/lmi/epigenomes/hgtcell.aspx">http://dir.nhlbi.nih.gov/papers/lmi/epigenomes/hgtcell.aspx</a>                       |

How the deposited data were processed for this re-analysis (not part of the article)

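In vivo nucleosomes of yeast were measured by MNase-seq in 2 libraries of 1 condition, named replicate 1 and replicate 2. The authors sequenced mononucleosomal DNA fragments from 1 end and deposited, for each library, 1 line per aligned read with its chromosome, start, end and strand. The deposited lines carry no count, score or normalized value, so the unit used here is the position of a read. Every line spans 150 bp, so the authors had lengthened the reads in the direction of their strand. The paper's text does not name the aligner, its settings, the genome build, or the treatment of reads with several positions and of duplicate reads. The lines hold many reads at single positions, so duplicates had not been reduced to 1 read per position.

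From the deposited lines, the 5′ end of each read was taken as the start of a plus-strand line and the end of a minus-strand line. Coordinates are printed counted from 1, as deposited. The gene table at hand belongs to an assembly that could not be matched to the deposited coordinates, so no position was joined to a gene. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9. Nucleosome positions were called by moving each 5′ end by 73 bp, smoothing with a Gaussian with an SD of 20 bp, and taking local maxima from the highest down with an exclusion zone of 147 bp. Positions of the libraries were matched within 20 bp, and the matched share was set against 100 random moves of 500 to 2000 bp. Each random move displaced all positions together by the same distance. Settings other than this one and the strand midpoint had fewer random moves. The most frequent distance between adjacent positions was taken from distances under 300 bp after smoothing their histogram with a Gaussian with an SD of 3 bp. Density was compared over windows of 50 bp with reads lengthened to 147 bp. The strand distance was the distance of at least 60 bp with the highest correlation between the strands, with at most 20 reads per position.

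These settings for calling, matching and density, and the alternatives for them, were fixed before the data were examined. The limit on reads per position for the strand distance, a move of 75 bp, a move of 20 bp and thinning to 10% of the reads were added afterwards. The rule for named genes covered the genes at TAT1, those of Table S2 and genes with almost no or very many reads, and since no position was joined to a gene, no gene is named.

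The calling was tested on simulated data of the length of chromosome 1 at the depth of each library. With simulated fragments of 147 bp moved by 73 bp, 99.9% of the simulated nucleosomes were recovered at the depth of replicate 1 and 100% at that of replicate 2. With simulated fragments of 93 bp, 47.1% and 46.1% were recovered with a move of 73 bp, and 99.9% and 100% with a move of 46 bp. The simulated nucleosomes lay farther apart than the exclusion zone, every simulated read came from one of them, and no copied fragments were added. Under these conditions nearly full recovery is built in when the move fits the fragments. These shares therefore do not measure how well positions were called in the real libraries.

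The libraries held 21973866 and 19288900 reads, 41262766 in all. The last bases with a read on the 16 nuclear chromosomes add up to 12044027 bp. Confidence intervals of shares are exact binomial intervals at 95% and cover counting error only, since reads that were amplified are not independent molecules. Relations over chromosomes were tested with permutation tests of 100000 resamples. No test compares conditions, and with 2 libraries the spread between them is given as an SD. Open chromatin loci, in vitro occupancy and the recombinant strains were not analysed here.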

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

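The weighing of shared sequence in the fullest mitochondrial windows and of more mitochondrial DNA over the whole chromosome, and of sequence with many copies and of single-copy occupancy on chromosome 12, was chosen only after the results were seen, and the other tests in this part were written before their values were computed.

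The paper does not report on the mitochondrial chromosome, on which 16439 reads of replicate 1 and 27301 reads of replicate 2 lay. This was 0.0748% of all reads in replicate 1 (exact binomial 95% confidence interval, 0.0737% to 0.0760%) and 0.142% in replicate 2 (0.140% to 0.143%), a 1.89-fold difference. There is no control library to set them against. Both numbers lie above the 3 reads that a count of 0 allows, which shows only that reads were placed there and not where they came from. Nuclear reads placed there because of shared sequence would cover a few stretches only, but 100% of the 85 windows of 1 kb held reads in replicate 1 and 96.5% in replicate 2. The median window held 26 and 17 reads, against 1704 and 1484 reads in the median nuclear window. The tables therefore argue against shared nuclear sequence for the reads spread over the chromosome. The reads were unevenly placed, and the 5 fullest windows held 58.2% of them in replicate 1 and 65.5% in replicate 2. For these windows, shared nuclear sequence and mitochondrial DNA cannot be told apart, since no genome sequence was used here.

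The difference in mitochondrial share between the libraries was not found in the emptiest 10% of nuclear windows with reads. The share of reads there in replicate 2 was 0.907 times that in replicate 1, which argues against a general difference in such windows. They held 2.81% of the reads in replicate 1 and 2.55% in replicate 2. The median mitochondrial window was far emptier, with 26 and 17 reads against 1704 and 1484 in the median nuclear window. A difference confined to sequence that poor in reads cannot be judged from these windows. More mitochondrial DNA over the whole chromosome in replicate 2 would raise its windows alike. The share of reads was higher in replicate 2 in 42 of the 85 windows, with a median fold of 0.997, which argues against such a gain as the whole cause. The same 5 windows were the fullest in both libraries, and their share of all reads was 2.13 times as high in replicate 2, against 1.56 times for the reads outside them. The last 690 bp, which fill no whole window, held 1494 reads in replicate 1 and 3043 in replicate 2, and without them the remaining windows together were 1.35 times as high. What raised these reads stays open. With 1 condition, no biological explanation was tested.

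The position with the most reads lay on the plus strand of chromosome 12 in both libraries, outside anything the paper discusses. It was 459843 in replicate 1, with 17250 reads, and 459875 in replicate 2, with 10774 reads. On the other nuclear chromosomes the highest number was 1736 reads in replicate 1 and 3052 in replicate 2, at position 344 of chromosome 3 in both. Copies of single fragments made in 1 library would not recur in the other, but the fullest position of replicate 1 held 7866 reads in replicate 2, and that of replicate 2 held 9803 reads in replicate 1. The excess was also wide, and it lay between intervals without reads in both libraries, one of 8318 bp that ended before 459766 and one of 11432 bp that began after 460589. From 460001 to 461000 there were 294325 reads in replicate 1, 173 times the median nuclear window of 1 kb, and 220600 in replicate 2, 149 times the median. In that window 1056 combinations of position and strand held a read in replicate 1 and 989 in replicate 2. Sequence with many copies in the genome whose reads were placed at 1 site is a candidate explanation. In the stretch of 824 bp between the read-free intervals, 100% of the 16 windows of 50 bp held more than 10 times the median nuclear window in both libraries. The stretch was chosen for its excess of reads, and high occupancy of a single copy would give such windows as well. This share therefore does not tell many copies from a single copy. High occupancy of a single copy was weighed against the fullest windows of 1 kb on the other nuclear chromosomes, with a limit of 10 times their reads. These lay on chromosome 3 and held 10.8 times the median in replicate 1 and 25.3 times in replicate 2, so that the window on chromosome 12 passed the limit in replicate 1 but not in replicate 2. That window covers only part of the stretch. In a second comparison, made after this result, the whole stretch held 489422 reads in replicate 1 and 412500 in replicate 2, which was 28.1 and 11.2 times the fullest run of 824 bp on the other nuclear chromosomes. That run began at position 1 of chromosome 3 in both libraries. Whether it is a single copy was not tested, but no run of a single copy on those chromosomes can be fuller. The limit was then passed in both libraries, in replicate 2 by little, which argues against high occupancy of a single copy and leaves many copies as a hypothesis. No genome sequence was used here, and the authors' treatment of reads with several positions is not stated in the paper's text.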

How the results depend on the processing

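The moves of 75 bp and 20 bp, thinning to 10% of the reads, and every setting for the strand distance were chosen only after the results were seen.

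The number of nucleosome positions kept within 1.5 times 49326 in each alternative tried. It ran from 34948 with a minimum height of the genome mean to 56155 with an exclusion zone of 120 bp. A similar number can go with displaced positions. With reads moved to the strand midpoint 49466 positions were called. Of the 49326 positions, 22.9% had one of them within 20 bp (17.3% after random moves) and 81.3% within 40 bp (34.1% after random moves). Within 20 bp, 96.8% had one with an exclusion zone of 120 bp and 67.9% with 1 read per position and strand. The lowest share was 9.43%, with a move of 20 bp. The offset from the calls at the strand midpoint follows from the construction. A move larger than the strand midpoint carries the reads of opposite strands past each other, and a maximum then forms on either side.

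The share of positions of replicate 1 matched in replicate 2 was 67.9%, with an SD of 0.243 between the directions of matching, and each alternative moved it by more than that. Both directions compare the same libraries, so this SD measures neither sampling error nor the spread between replicates. A small shift is therefore not shown to come from the setting. It fell to 60.8% with a smoothing SD of 10 bp and rose to 72.8% with 40 bp. A shorter exclusion zone of 120 bp gave 69.3% and a longer one 66.7%, minimum heights of 0.5 times the genome mean and of the mean gave 67.3% and 66.3% (but 68.9% for both in the other direction, up from 67.5%), and 1 read per position and strand gave 62.4%. Matching within 10 bp gave 55.4% and within 40 bp 75.5%. A move to the strand midpoint gave 80.0%, a move of 75 bp gave 66.8% and a move of 20 bp gave 66.1%. Apart from the matching distance, the move and the thinned libraries, the cause of these changes was not tested. With matching within 20 bp, each value lay above the random level of its own setting, which was from 12.2% to 19.6%. Outside the main setting and the strand midpoint, these levels rest on 10 draws. No random level was computed for matching the libraries within 10 or 40 bp.

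Matching was lower with fewer reads. Thinning replicate 1 to the depth of replicate 2 gave 67.5%, and thinning both libraries to 10% of their reads gave 51.9%. Each value rests on a single random draw, and the small fall to 67.5% is not shown to come from depth. Whether more reads than were sequenced would raise the share further was not tested.

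The most frequent distance between adjacent positions, 174 bp, was 172 bp with 1 read per position and strand and 173 bp with an exclusion zone of 120 bp. It was 162 and 181 bp with a smoothing SD of 10 and 40 bp. A move of 75 bp gave 176 bp, the strand midpoint 156 bp and a move of 20 bp 155 bp. With both libraries thinned to 10% of their reads it was 175 bp. It was from 170 to 171 bp in the fits that each left out 1 library. The cause was not tested. It was 174 bp with the longer exclusion zone and with both minimum heights.

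The correlation of density between the libraries was 0.927 without the windows of highest density, and otherwise from 0.961 to 0.985. Leaving out windows of high density shortens the range of values. The strand distance was 81 bp in replicate 1 and 72 bp in replicate 2 with 1 read per position and strand, and 97 bp in replicate 1 and 81 bp in replicate 2 without a limit, which moved the libraries in opposite directions. It was 93 and 84 bp without chromosome 12.

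No paired analysis was possible because both libraries belong to 1 condition. Density around gene starts, density upstream of TAT1, dinucleotide shares in called nucleosomes, the lowest density in promoter and convergent intergenic regions, and genes with almost no reads were planned but not run, since the deposited coordinates name no genome build.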

Other observations

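The tests of the edges of read-free intervals, of 1 read per position, of the move of 20 bp and of chromosome medians were chosen only after the result was seen, as was the use of the planned move to the strand midpoint as a test of fragment length. The tests of the fullest positions and of the positions beside depleted intervals were written before their values were computed.

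The strand distance of 93 and 84 bp is shorter than the 147 bp of a nucleosome core. Misplaced minus-strand ends, from the lengthening of the reads, were tested at the edges of read-free intervals, where the 5′ ends of both strands should stop about a read length apart. The median difference there was 32 bp at 249 edges in replicate 1 (interquartile range 30 to 35 bp) and 33 bp at 251 edges in replicate 2 (30 to 36 bp), which argues against ends placed wrongly by as much as the gap to 147 bp. A few positions with very many reads are not the cause either, since with 1 read per position and strand the larger of the distances was 81 bp. Fragments shorter than the core, for example by trimming of nucleosome ends, may explain the distance, but no value here decides it. Moving reads to the strand midpoint raised the matched share to 80.0%, and a move of 20 bp gave 66.1%, so that a smaller move alone did not raise it. Bringing both strands together raises and narrows the peaks whatever the cause of the strand distance, so these shares do not bear on the cause. No biological explanation was tested.

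Reads were concentrated on few positions. The fullest 1% of all combinations of position and strand, empty ones included, had at least 14 reads in replicate 1 and 13 in replicate 2. They numbered 250743 and 249985, out of 5946859 and 5161333 nuclear combinations with a read. They held 29.9% and 34.2% of the nuclear reads. Copies of single fragments made during amplification would be placed independently in each library, but 56.7% of these combinations in replicate 1 were also among the fullest 1% in replicate 2. The share fell to 15.6% when replicate 2 was displaced by 1 bp and to 5.93% at 10 bp. This argues against amplification copies as the whole cause. A preference of MNase for certain sequences, which would recur at the same base in every library, stays open and was not tested, since no genome sequence was used here.

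Positions beside depleted intervals were matched more often between the libraries. Depleted intervals were 100 to 600 bp long, had under 10% of the mean density and held at least 3 reads, and numbered 2533 in replicate 1 and 2681 in replicate 2. They were defined from the reads and are not the open chromatin loci of the paper. Of the 3994 positions of replicate 1 within 150 bp of one, 71.2% were matched in replicate 2, against 67.6% of the other positions. For the 4272 such positions of replicate 2, the shares were 71.4% and 67.2%. The positions beside depleted intervals were lower, with a median height of 0.985 times the genome mean in replicate 1 against 1.61 elsewhere, so greater height does not explain the result. Against positions paired on height, the difference was 7.29 percentage points (standard error 1.04) in replicate 1 and 9.57 (1.01) in replicate 2. With pairing on the larger distance to a neighbouring position as well, it was 8.16 (1.05) and 9.67 (1.02). At the strand midpoint the difference after pairing on height was 9.99 and 11.2 points. The standard errors treat positions as independent. A sharper placement of nucleosomes beside depleted DNA is a hypothesis, and a bias of MNase toward the edges of such DNA stays open and was not tested.

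Short chromosomes carried more reads per kb. Over the 16 nuclear chromosomes, length and the median of windows of 500 bp had r = -0.805 and rho = -0.818 in replicate 1 (permutation p = 0.00019 for each, 0.00076 after Benjamini-Hochberg adjustment), and r = -0.787 (p = 0.00043, adjusted 0.00086) and rho = -0.694 (p = 0.00353, adjusted 0.00619) in replicate 2, 2-sided. Without chromosomes 4 and 1, which lie farthest from the median length, r with the median was -0.819 and -0.774. With the mean in place of the median, r was -0.438 (p = 0.0902, adjusted 0.0902) and -0.482 (p = 0.0593, adjusted 0.0791), and rho was -0.665 (p = 0.00619, adjusted 0.00619) and -0.679 (p = 0.00511, adjusted 0.00619). Without chromosomes 4 and 1, r with the mean was -0.229 and -0.330 and rho was -0.560 and -0.587, so r with the mean rests in part on those chromosomes while rho changed less. These are 4 relations, each computed with r and rho. Read-free sequence on the long chromosomes would move rho to 0 or above when the median is used, and rho stayed negative. Piled-up reads of repeated sequence would instead raise the mean of their chromosome. Chromosome 12, which holds the fullest position, had the highest mean in both libraries. It was 2175 and 1914 reads per kb, against medians of 1632 and 1424. The relation with the mean was not computed without chromosome 12. Base composition of the chromosomes stays open and was not tested.

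Both libraries lacked reads in 82 intervals of at least 2000 bp, which make up 338736 bp or 2.81% of the nuclear sequence up to the last reads. Of these, 25 were longer than 5 kb, the longest had 15980 bp, and 9 had lengths from 5850 to 5950 bp. Whether these are sequences missing from the strain or repeated sequences whose reads were left out was not tested.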
